A study of Drosophila melanogaster with 6 samples. Its data were reported in "Transcriptional coupling of telomeric retrotransposons with the cell cycle" (2025).

How the data were processed

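RNA-seq was carried out on whole larvae of Drosophila melanogaster at the wandering stage of the last instar, when larvae leave the food before they form a puparium. The samples were 3 pools of the control strain w1118 and 3 pools of homozygotes for cdk8K185, a null allele of Cdk8 made by an imprecise excision that also reaches into the neighbouring gene I-2. Each pool held 10 larvae and gave 1 library. Per the labels, RNA was extracted with TRIzol, purified on a column and turned into Illumina libraries.

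The authors deposited one table of raw counts, with whole numbers per gene and 1 column for each of the 6 libraries, not normalized and with replicates kept apart. The aligner, the counter, the genome build, the annotation release and the use of strand are not stated in the labels or in the study's methods. Counts of overlapping genes, and of genes with near-identical copies, are therefore uncertain, since reads can have been shared, dropped or given to the wrong strand. The table holds 17562 rows, all with FlyBase gene identifiers, of which 2540 had no count in any library. Of these identifiers, 17477 matched the gene names and positions of the BDGP6.54 annotation used here for symbols and coordinates, and 85 did not. The unmatched identifiers held 0.31% of the counts. Coordinates are 1-based positions in BDGP6.54, which need not be the authors' build. Library totals ran from 9208564 to 11724703 counts. The floor under which a gene was taken as not detected was 3 counts, worth 0.253 to 0.323 CPM depending on the library, and it covers counting error only.

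Transcripts of the telomeric retrotransposons HeT-A, TART and TAHRE, of jockey and of other transposable elements are not analysed here. The set test planned for other transposable elements was therefore not run.

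Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr at its defaults (minimum count 10, minimum total count 15), counts were scaled with TMM factors, and genotype was the sole term of a quasi-likelihood model (glmQLFit and glmQLFTest, robust). Tests were two-sided. P-values were adjusted by Benjamini-Hochberg over all 10632 genes tested, and the threshold was 0.05. A log2 fold change is that of cdk8K185 over w1118. Its standard error was taken as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values were computed from the counts with the cpm function of edgeR on TMM-scaled library sizes, and are given as mean ± SD over the 3 libraries of a genotype. Where all 3 libraries of one genotype had at most 3 counts, the fold is a lower bound computed against 3 counts in each of them.

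Gene sets were fixed before the data were examined, as were the tests, the alternatives and the rule for naming genes. The 5 sets covered E2F1-Dp targets and DNA replication, SREBP and lipogenesis, ecdysone and metamorphosis, the other Mediator subunits, and regulators of the telomeric retrotransposons. They were tested with camera in limma 3.58.1 on log2 CPM values (prior count 2) with the preset inter-gene correlation of 0.01, and adjusted over the 5 sets. Sex-linked genes and stage markers were tested gene by gene. Genes within 2 Mb of Cdk8 were compared with the other tested genes by Fisher's exact test. Named genes are Cdk8, CycC, I-2 and RasGAP1, the members of the fixed lists past the threshold, and beyond these the 5 genes in each direction with the largest absolute log2 fold change among genes past the threshold with an average log2 CPM of at least 3 and no overlap between the genotypes' libraries.

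The alternatives were the DESeq2 1.42.0 Wald test, limma-voom, RLE size factors, library totals without composition factors, a filter of at least 1 count in some library, a filter of at least 10 counts in every library, the replicate number as a block, and leaving out each library in turn. Gene sets were also tested with fry and with camera at an estimated correlation. The level of lncRNA:roX1 as a further term was added after seeing the data. Another 6 lists of marker genes were drawn up with the data at hand. Those for mitosis, imaginal discs, the central nervous system, salivary gland identity and testis were written before their values were looked at, apart from aly and sa in the testis list. The list of antimicrobial peptides was also written before, but it was then set aside and taken up again only once its values had been seen. The main test was tested on simulated data, in which 200 genes changed by known amounts among 10459 genes tested. It recovered 70.5% of the changed genes, and 8.4% of its calls were false. With no changed gene it made 0 calls, with 455 genes at an unadjusted p under 0.05. No 2 libraries of a genotype were alike within sampling noise, as their chi-square statistics per degree of freedom lay between 17.87 and 43.75. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.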

Results

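Gene expression was measured by RNA-seq in whole larvae at the wandering stage to ask which transcripts change when Cdk8 is lost. CDK8 is the kinase of a Mediator module that links transcription factors to RNA polymerase II. The control was w1118, with 3 libraries of 10 larvae each, and the mutant was cdk8K185, with 3 libraries of 10 homozygous larvae each. The w1118 libraries held 10973759, 10876369 and 10428250 counts, and the cdk8K185 libraries held 11724703, 9208564 and 10441995 counts. Mitochondrial lrRNA was the most abundant gene in every library, with 5.06% to 7.74% of the counts. The first principal component of the log2 CPM values held 77.8% of the variance and separated the genotypes. The labels name no sequencing batch or date, so no batch could be set against genotype.

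Transcripts of the mutated gene were examined first, as a check of the labels. Cdk8 (FBgn0015618, 3L:9837080-9838670, minus strand, 2 exons) gave 10.1, 9.53 and 8.83 CPM in the w1118 libraries and 4.73, 6.46 and 7.22 CPM in the cdk8K185 libraries. Its mean fell from 9.49 ± 0.643 to 6.14 ± 1.28 CPM (SD, n = 3), a log2 fold change of -0.63 with an SE of 0.19 (edgeR adjusted p 0.0344). The direction goes with the labels in all 6 libraries. However, the mutant kept 64.7% of the control level, and the call was lost with library totals alone as scaling (log2 fold change -0.41, edgeR adjusted p 0.16). Leaving out a single library also lost the call in 5 of 6 fits. I-2 (FBgn0028429, 3L:9834367-9836805, minus strand) lies 274 bp from Cdk8. It was far lower in the mutant, at 5.38 ± 0.212 CPM against 31.5 ± 3.83 CPM (SD, n = 3; log2 fold change -2.55, SE 0.13, edgeR adjusted p 4.55e-05). RasGAP1 (FBgn0004390, 3L:9839093-9855285), on the other side of Cdk8, did not differ beyond the replicate spread (log2 fold change 0.16, SE 0.11, edgeR adjusted p 0.278). CycC (FBgn0004597, 3R:14889004-14890205), which encodes the cyclin partner of CDK8 and overlaps CG33332, was at 15.7 ± 1.04 CPM in w1118 and 16.7 ± 2.77 CPM in cdk8K185 (SD, n = 3; log2 fold change 0.10, edgeR adjusted p 0.631). The eye colour gene w (FBgn0003996), which overlaps kirre, was lower in cdk8K185 (log2 fold change -1.57, SE 0.30, edgeR adjusted p 0.0062).

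**Figure D1:**
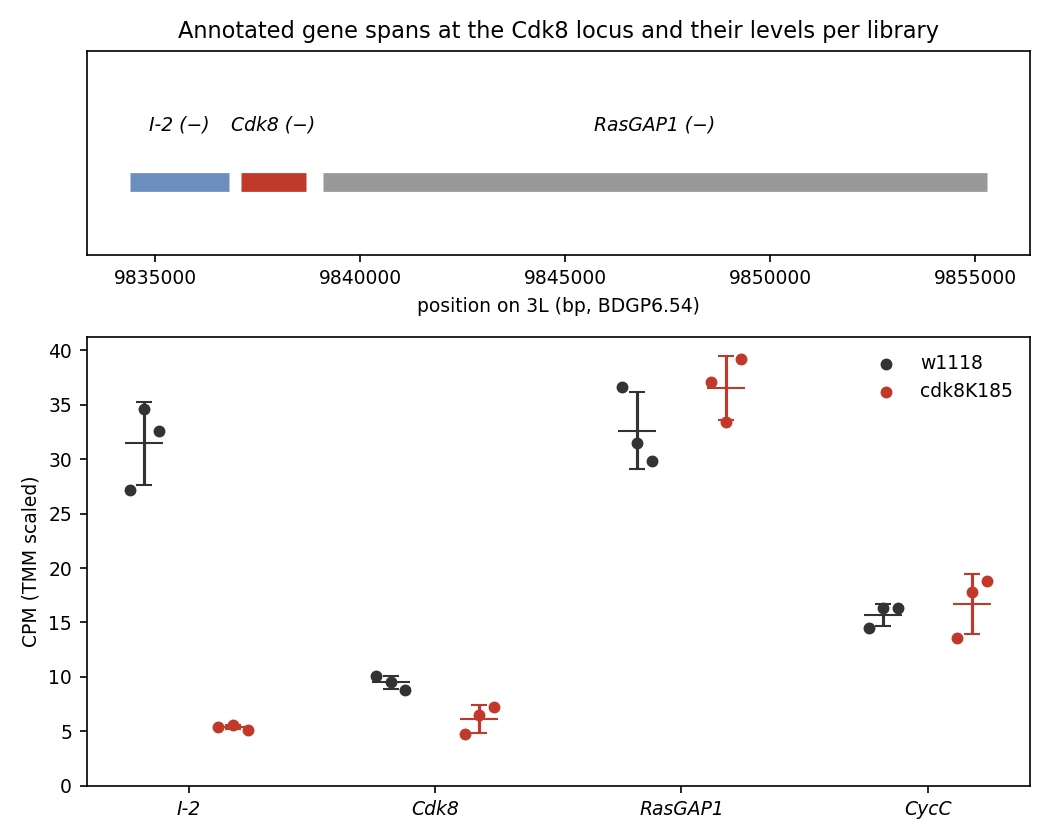
The upper panel maps the annotated spans of I-2, Cdk8 and RasGAP1 on chromosome arm 3L in bp, and the lower panel gives the CPM of each library for these genes and for CycC, with the mean (horizontal bar) and SD (error bar) of the 3 libraries per genotype. I-2 lies at 5.38 CPM in cdk8K185 against 31.5 CPM in w1118, while the Cdk8 levels are closer, at 6.14 and 9.49 CPM.

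The genome-wide comparison asked how many transcripts differ between the genotypes. Of 10632 genes tested, 3919 had an edgeR adjusted p under 0.05, which is 36.9%. Of these, 2114 were higher and 1805 lower in cdk8K185. A change of at least 2-fold was seen for 1759 of them, 840 higher and 919 lower. The libraries of the genotypes did not overlap for 5696 of the tested genes (53.6%), where chance gives 10%. Over the alternatives at the same threshold, the count ran from 2746 genes without cdk8K185 replicate 1 to 4655 with library totals alone, and the count of genes changed at least 2-fold from 1198 with at least 10 counts in every library to 2265 with DESeq2. The split into higher and lower genes moved most with library totals, which shifted the log2 fold changes by a median of 0.22 and gave 3452 higher and 1203 lower. The share of higher genes was 53.9% with TMM scaling, 74.2% with library totals, 49.3% with RLE size factors, 44.3% with DESeq2 (1848 higher and 2324 lower) and 47.8% with the replicate number as a block at TMM scaling (1906 higher and 2082 lower), so which direction holds more genes depends on the scaling and the model.

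Among the genes with the largest changes, 5 were higher in cdk8K185. Acsx1L (FBgn0038730, 3R:19771382-19773225), which overlaps GluClalpha, had at most 1 count in each w1118 library, under the floor of 3 counts, and was at 31.6 ± 6.12 CPM in the mutant (SD, n = 3; edgeR adjusted p 3.28e-05). The trypsin gene epsilonTry (FBgn0010425, 2R:11345237-11346066) rose from 1.04 ± 0.217 to 665 ± 160 CPM (SD, n = 3; log2 fold change 9.31, SE 0.29, edgeR adjusted p 6.95e-06). CG12506 (FBgn0031276, 2L:773547-774017) was at least 175-fold higher (edgeR adjusted p 0.000284). CG13461 (FBgn0036468, 3L:15051931-15052490), which overlaps Sytbeta, had 2 to 4 counts per library in w1118 and was at 99.9 ± 10.2 CPM in cdk8K185 (SD, n = 3; log2 fold change 8.32, SE 0.19, edgeR adjusted p 5.92e-06). The change of lcs (FBgn0028583, X:21396727-21397316) was less certain, since the mutant libraries spread from 32.9 to 182 CPM (log2 fold change 8.31, SE 1.15, edgeR adjusted p 0.00247) and limma-voom did not call it (adjusted p 0.0944).

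The 5 genes with the largest decrease were Alp7, CtsL3, nol, CG34276 and Drsl2. Alp7 (FBgn0034710, 2R:22203694-22205593) fell from 96.3 ± 40.1 to 0.349 ± 0.133 CPM (SD, n = 3; log2 fold change -8.03, SE 0.54, edgeR adjusted p 0.000181). CtsL3 (FBgn0037396, 3R:6025826-6027238) fell from 165 ± 61.2 to 0.706 ± 0.511 CPM (SD, n = 3; log2 fold change -7.83, SE 0.52, edgeR adjusted p 0.000173). For nol (FBgn0014368, 3L:11130835-11131402), which overlaps NaPi-III, the log2 fold change was -7.54 with an SE of 0.34 (edgeR adjusted p 4.05e-05). CG34276 (FBgn0085305, 3R:15925629-15927577), which overlaps Fbxl7, had 2 counts in each mutant library against 203 to 266 in w1118, and was at least 85-fold lower (edgeR adjusted p 6.95e-06). Drsl2 (FBgn0052279, 3L:3314349-3314681) had 158 to 231 counts in w1118 and 0 to 5 in cdk8K185 (log2 fold change -6.71, SE 0.55, edgeR adjusted p 0.000288). The trypsin, cathepsin and drosomycin-like genes belong to families of similar sequence, so their counts can include reads of relatives.

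The first gene set addressed DNA replication and targets of E2F1-Dp, the transcription factor pair that drives the G1 to S transition. It also held the cell cycle genes stg, CycA, CycB and CycE, and its members are called replication genes for short. Of 35 genes tested, 31 were higher in cdk8K185 and 0 lower at an edgeR adjusted p under 0.05, and 32 were higher when adjusted over the list alone. The median log2 fold change was 1.11, with values from -0.05 (Psf2) to 1.57 (Ts). For example, PCNA rose from 44.7 ± 2.57 to 93.6 ± 1.97 CPM (SD, n = 3; log2 fold change 1.07, SE 0.08, edgeR adjusted p 0.000197), RnrL from 39.3 ± 3.21 to 108 ± 3.55 CPM (log2 fold change 1.45) and stg from 28.5 ± 0.654 to 84.1 ± 5.34 CPM (log2 fold change 1.56). The other genes past the threshold were RnrS, Mcm2, Mcm3, Mcm5, Mcm6, Mcm7, dpa, dup, CycE, Orc1, Orc2, Orc5, Orc6, Cdc6, Cdc45, PolA1, PolA2, Prim1, Prim2, PolE1, PolD1, RPA1, Gnf1, Ts, DNAlig1, CycB and both tested genes for large subunits of the chromatin assembly factor CAF-1. CycE was close to the threshold (log2 fold change 0.34, edgeR adjusted p 0.0465) and was not called by DESeq2, by limma-voom or with RLE size factors, nor in 5 of the 6 fits that each left out 1 library. Fen1, Psf2, Sld5 and CycA were not called. As a set these genes were shifted upward against all other genes (camera adjusted p 3.77e-14). The shift held under fry (adjusted p 4.04e-05), and with the correlation estimated from these 6 libraries it fell just short of the threshold (camera adjusted p 0.0548).

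The second set addressed lipogenesis under SREBP, the regulator of fatty acid synthesis genes named in the title of the series. Of 25 genes tested, 12 were higher and 4 lower in cdk8K185 (edgeR adjusted p under 0.05), and 13 were higher and 4 lower when adjusted over the list alone. SREBP itself rose from 165 ± 9.91 to 284 ± 23.7 CPM (SD, n = 3; log2 fold change 0.79, SE 0.11, edgeR adjusted p 0.00159). The fatty acid synthase FASN1 rose from 248 ± 21.5 to 592 ± 125 CPM (log2 fold change 1.26, SE 0.17, edgeR adjusted p 0.00178) and ACC from 54.6 ± 5.6 to 165 ± 26.8 CPM (log2 fold change 1.60, SE 0.14, edgeR adjusted p 0.000316). SCAP, S1P, AcCoAS, FASN2, Desat1, Acsl, bgm, Pcyt1 and Men were also higher. FASN2 was no longer called in 3 of the fits that each left out 1 library, nor was mdy in 2 of them. FASN3, mdy, Lsd-1 and Zw were lower. The largest decrease was that of Lsd-1, which encodes a lipid droplet protein, from 623 ± 30.5 to 117 ± 7.15 CPM (SD, n = 3; log2 fold change -2.41, SE 0.11, edgeR adjusted p 2.83e-05). Members moved in both directions, and the set as a whole was not shifted past the threshold (camera adjusted p 0.105). It was past it under fry (adjusted p 0.000932) and not with an estimated correlation (adjusted p 0.179).

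The third set addressed ecdysone and metamorphosis, and it was not limited to targets of the ecdysone receptor. Of 29 genes tested, 20 were lower and 1 higher in cdk8K185 (edgeR adjusted p under 0.05), and 20 were lower and 2 higher when adjusted over the list alone. EcR fell from 275 ± 42.6 to 170 ± 5.49 CPM (SD, n = 3; log2 fold change -0.70, SE 0.13, edgeR adjusted p 0.00562). Larger decreases were found for Hr4 (log2 fold change -4.80), Eip78C (-3.67), spok (-3.27), ImpE2 (-3.25) and Fbp1 (-3.10), all relative to w1118. Eip74EF, Eip75B, br, Hr39, Blimp-1, MsrA, ImpE1, ImpE3, ImpL2, dib, sad, shd, nvd and sro were lower as well. By contrast, ftz-f1 was higher (11.4 ± 2.43 against 28.3 ± 3.64 CPM, log2 fold change 1.30, SE 0.18, edgeR adjusted p 0.00175). The calls of dib, Hr39 and nvd were weak, since dib and Hr39 were lost in 5 of the 6 fits that each left out 1 library, and nvd in 6. Blimp-1 was lost in 2 of them. The w1118 libraries were uneven for several of these genes, such as Hr4 at 66.2 ± 49.7 CPM. The set was shifted downward (camera adjusted p 8.97e-06). This held under fry (adjusted p 0.000932) and not with an estimated correlation (adjusted p 0.11).

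**Figure D2:**
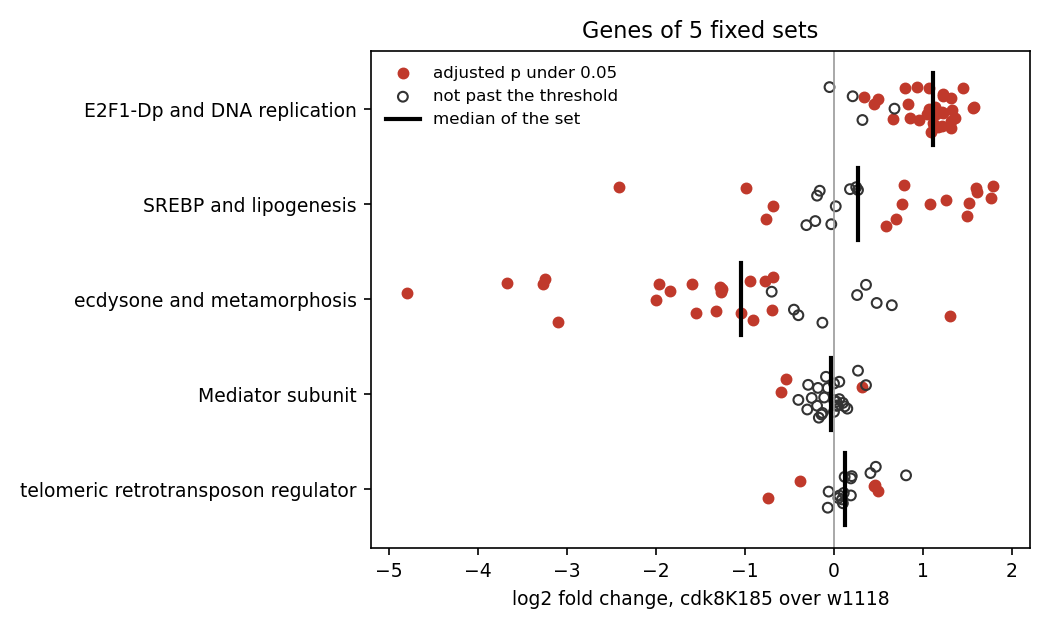
Each point is the log2 fold change (x axis, cdk8K185 over w1118) of 1 gene in 1 of the 5 fixed sets (y axis), filled where the edgeR adjusted p is under 0.05, and vertical bars mark the median of each set. The replication set has its median at 1.11, the ecdysone set at -1.04 and the Mediator set at -0.04.

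The Mediator subunits other than CDK8 changed little. Of 28 genes tested, MED15 was higher, and MED19 and MED21 were lower in cdk8K185, with log2 fold changes of 0.32, -0.54 and -0.59. When adjusted over the list alone, 0 were called, and each of these calls was lost in at least 1 of the fits that left out a library. The set was not shifted (mean log2 fold change -0.07, camera adjusted p 0.336), and its mean turned to 0.15 with library totals as scaling. Among 19 regulators of the telomeric retrotransposons, Dp (82.4 ± 1.99 against 116 ± 2.65 CPM, log2 fold change 0.50, SE 0.08, edgeR adjusted p 0.003), Rbf (log2 fold change 0.46) and p53 (log2 fold change 0.45) were higher, while E2f2 (-0.38) and JIL-1 (-0.74) were lower. The same number, 5, was called when adjusted over the list alone. The p53 call was lost under DESeq2 (adjusted p 0.134) and in 5 of the 6 fits that each left out 1 library. That of E2f2 was lost in 3 of them and with library totals (edgeR adjusted p 0.324), and that of JIL-1 in 2. E2f1 (log2 fold change 0.11, SE 0.09, edgeR adjusted p 0.369), sd (0.19, SE 0.10, edgeR adjusted p 0.169) and yki (0.06, SE 0.08, edgeR adjusted p 0.609) were not past the threshold, although for sd the libraries of the genotypes did not overlap (100 ± 10.8 against 115 ± 3.5 CPM). The set was not shifted (camera adjusted p 0.166).

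Sex-linked genes were used to compare the share of males in the pools. The male-specific lncRNA:roX1 gave 202, 427 and 451 CPM in w1118 and 755, 945 and 252 CPM in cdk8K185, so that the genotypes overlapped (log2 fold change 0.85, SE 0.52, edgeR adjusted p 0.235). The share of males was not measured apart from these genes. Of the 5 genes tested, Yp3 was lower in cdk8K185 (7.11 ± 1.13 against 0.415 ± 0.0203 CPM, log2 fold change -4.06, SE 0.28, edgeR adjusted p 0.00011), and it was also the call made when adjusted over the list alone. Without cdk8K185 replicate 3, lncRNA:roX1 (log2 fold change 1.26, edgeR adjusted p 0.0391) and msl-2 (log2 fold change 0.84, edgeR adjusted p 0.0203) were called too. Without w1118 replicate 3, the Y-linked FDY passed the filter and was called (log2 fold change -2.08, edgeR adjusted p 0.0393).

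Glue genes, which salivary glands express before pupariation, and fat body genes were used to compare the stage of the larvae. Of 18 genes tested, 9 were lower and 2 higher in cdk8K185 (edgeR adjusted p under 0.05), and 10 were lower and 2 higher when adjusted over the list alone. Sgs3 fell from 13200 ± 2330 to 698 ± 156 CPM (SD, n = 3; log2 fold change -4.24, SE 0.25, edgeR adjusted p 6.9e-05). Sgs1 (log2 fold change -6.46), Sgs4 (-2.06), Sgs5 (-5.37), Sgs7 (-4.33), Sgs8 (-4.89) and Eig71Ee (-2.46) were lower as well, as were the fat body genes Fbp1 (-3.10) and Lsp1gamma (-1.45). On the other hand, ng1 rose from 0.852 ± 0.421 to 34.3 ± 5.82 CPM (log2 fold change 5.33, SE 0.30, edgeR adjusted p 6.05e-05) and ng2 from 1.74 ± 1.42 to 33.7 ± 7.16 CPM (log2 fold change 4.29, SE 0.56, edgeR adjusted p 0.00205). Lsp1alpha, Lsp1beta, Lsp2, Fbp2, Amy-p, Jon25Bi and Jon99Ci were not called. The Lsp1gamma call was lost in 4 of the 6 fits that each left out 1 library. Members of the Sgs, ng and Lsp1 families resemble each other, so their counts can include reads of relatives.

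**Figure D3:**
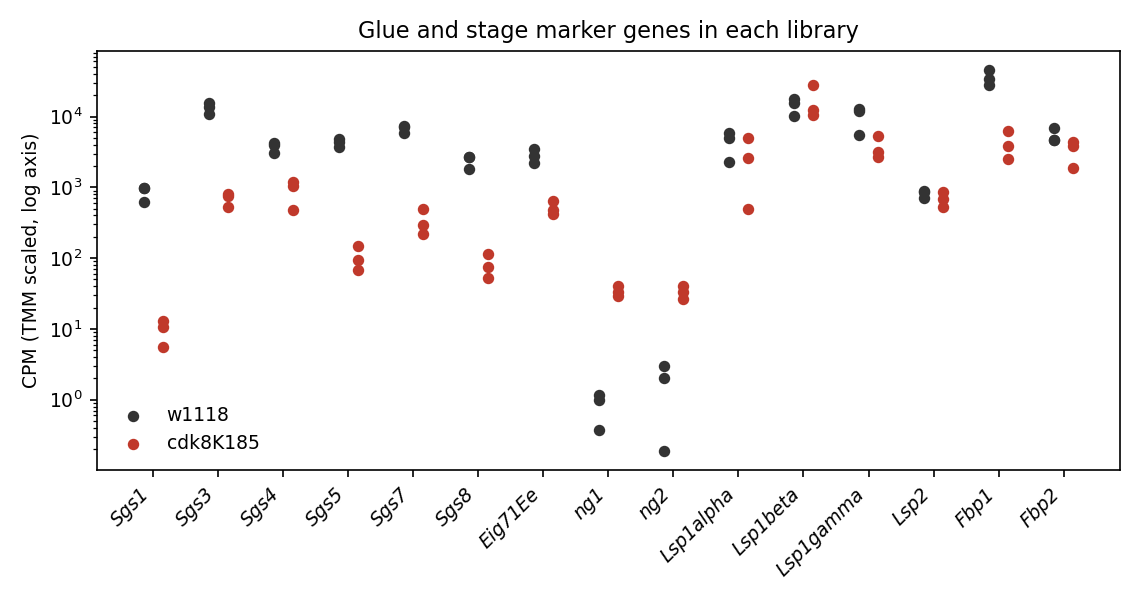
Each point is the CPM (log axis) of 1 library for a glue or fat body gene, dark for w1118 and red for cdk8K185. The 3 mutant libraries lie below the 3 control libraries for the Sgs genes, above them for ng1 and ng2, and among them for Lsp1beta.

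Because the mutant chromosome carries its own flanking sequence, the genes around Cdk8 were compared with the rest of the genome. Within 2 Mb of Cdk8, 156 of 384 tested genes (40.6%) were called, against 3741 of 10188 (36.7%) elsewhere, an odds ratio of 1.18 with a 95% interval from 0.95 to 1.46 (Fisher's exact test, two-sided, p = 0.131). Against the rest of 3L alone, where 38.4% of the genes were called, the odds ratio was 1.10 (Fisher's exact test, p = 0.418), and against the other arms it was 1.2 (Fisher's exact test, p = 0.0933). With windows of 1 and 5 Mb, 9 such tests were made in all, and after Benjamini-Hochberg adjustment over them the p-values of Fisher's exact test ran from 0.537 to 0.783. With library totals as scaling the odds ratio was 1.24 (Fisher's exact test, p = 0.041).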

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

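The alternatives were chosen before the results were seen, apart from the roX1 term. Over all of them, the 13 results fixed in advance kept their direction and side of the threshold, or a count within 1.5 times that of the report, in 162 refits and changed in 23. RLE size factors, DESeq2 and limma-voom changed none of those they could be applied to by this measure, although with RLE size factors (1923 higher, 1976 lower) and DESeq2 (1848 higher, 2324 lower) more genes were lower than higher.

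With library totals alone as scaling, 3452 genes were higher and 1203 lower in cdk8K185, the Mediator set mean turned from -0.07 to 0.15 (camera adjusted p 0.91), the sex-linked list gave 2 calls (Yp3 and msl-2), the odds ratio around Cdk8 passed the threshold at 1.24, and the Cdk8 transcript fell below it (log2 fold change -0.41). By construction this scaling moves all genes together, and here it moved them by a median of 0.22. At an adjusted p under 0.01, 2111 genes differed. With at least 10 counts in every library the sex-linked list gave 0 calls, because Yp3 was not tested. With at least 1 count in some library the SREBP set passed the threshold (mean log2 fold change 0.42, camera adjusted p 0.0344), and the cause was not tested.

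Among the set tests, fry called the SREBP set (mean log2 fold change 0.40, adjusted p 0.000932). It tests whether the genes of a set differ at all, while camera tests them against other genes. With the correlation estimated, neither the replication set (mean log2 fold change 0.99, adjusted p 0.0548) nor the ecdysone set (mean log2 fold change -1.24, adjusted p 0.11) passed.

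Among these 13 results the Cdk8 call changed most often, in 8 of 14 alternatives, with adjusted p-values from 0.0202 to 0.16. Among the other named genes, the CycE call changed in 10 of 14. The Cdk8 call was lost with the roX1 level as a further term, chosen after seeing the data (log2 fold change -0.52, edgeR adjusted p 0.0991). Cdk8 had 56 to 107 counts per library. Whether this depth, the size of the difference or the spread between pools makes the call change was not tested.

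Leaving out each library in turn gave from 2746 to 3844 genes, with 1482 to 1960 higher and 1264 to 1884 lower. The Cdk8 log2 fold change ran from -0.74 to -0.48, and was past the threshold only without cdk8K185 replicate 3. The mean of the SREBP set ran from 0.37 to 0.45 and passed the threshold without cdk8K185 replicate 3 (camera adjusted p 0.0454). The odds ratio around Cdk8 ran from 0.89 to 1.17 and fell under 1 without w1118 replicate 1 (Fisher's exact test, p = 0.315). The sex-linked list gave from 1 to 3 calls, with 3 without cdk8K185 replicate 3 and 2 without w1118 replicate 3 (Yp3 and FDY). The replication and ecdysone sets stayed past the threshold in all 6 fits, with means from 0.98 to 1.02 and from -1.33 to -1.11. These fits had fewer libraries. Staying past the threshold is a weak test for the replication set. Groups that mixed the genotypes, and so kept only part of the genotype difference, also gave it unadjusted camera p-values of 0.00134 at most.

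The labels do not describe the replicate numbers as pairs of samples. The deviations of same-numbered libraries from their genotype means correlated across genes at -0.19, 0.51 and 0.56 for replicates 1, 2 and 3. Between libraries of unlike number the correlations ran from -0.61 (w1118 replicate 2 with cdk8K185 replicate 3) to 0.27 (w1118 replicate 2 with cdk8K185 replicate 1). A pairing by number can therefore not be ruled out for replicates 2 and 3. With the replicate number as a block, 3988 genes differed (1906 higher and 2082 lower), 3460 of them among the 3919 of the report, and the Cdk8 transcript was not called (log2 fold change -0.64, edgeR adjusted p 0.0534).

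Of the 101 other named genes, 85 were the same under every alternative that tested them, and 16 lost their call in at least 1. In 0 of them did the direction reverse. Under TMM, RLE, library totals and DESeq2 alike, at least 34 of the 35 replication genes were higher and at least 23 of the 29 ecdysone genes lower. Among the 10 genes with the largest changes, lcs under limma-voom was the exception. The alternatives for HeT-A, TART, TAHRE and other transposable elements were not run.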

Other observations

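The tests on splits of the libraries, on the mitosis, imaginal disc, nervous system and salivary gland lists, on scaling and gene length for the replication genes, on the summed glue genes and on genes present in one genotype alone were chosen before their results were seen, and the others only after. The limits at which a test was read as arguing against an explanation were set by hand, several of them with the values known.

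The 6 libraries can be split into 2 groups of 3 in 10 ways. In 1 of the 10 splits, the real one, as many as 3919 genes differed, and the other 9 splits gave 0 genes, with 66 to 379 genes at an unadjusted p under 0.05. The same held for the 1759 genes changed at least 2-fold (1 of 10 splits). A camera p-value as small as the real one was given by 1 of 10 splits for the replication set, by 1 for the ecdysone set, by 2 for the SREBP set, by 5 for the regulators of telomeric retrotransposons and by 7 for the Mediator set. With 10 splits no share can go under 0.1, so that this count alone cannot rule out chance. In mixed groups the genotype difference also adds to the spread within a group, which makes calls there unlikely. In the other 9 splits the unadjusted camera p-values still ran from 2.09e-07 to 0.00134 for the replication set. For the ecdysone set they ran from 6.13e-06 to 0.178. Each mixed group still held more libraries of one genotype than of the other, so part of the genotype difference stayed in these splits. They therefore cannot tell whether camera with the preset correlation gives p-values that are too small. With the correlation estimated, neither of these 2 sets passed the threshold.

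The rise of the replication genes (median log2 fold change 1.11) could come from a change in tissue make-up. The 30 genes of the mitosis list rose less, with a median of 0.43 (difference of medians 0.68, permutation test over genes, p = 2e-05, 3e-05 after adjustment over the 3 lists). They still lay above nearly all random lists matched on expression, as 1 of 10000 reached as high a median. Past the threshold, 17 of them were higher and 0 lower. If more dividing cells raised both groups alike, they could not be the whole cause. Whether they would do so was not tested, so they may contribute to an unknown degree. Against more disc or nervous tissue, the imaginal disc list had a median of -0.07 (22 genes, 2 higher and 1 lower past the threshold, permutation test p = 1e-05, the smallest the permutations can give), and the nervous system list a median of 0.12 (14 genes, p = 6e-05), with 4 genes higher and 1 lower. Genes are not independent replicates. None of the genes of the 3 lists is in the replication set, although that set also holds the cell cycle genes stg, CycA and CycB. With library totals as scaling the mean of the replication set was 1.21, and 0 of 10000 lists matched on expression and exon length reached its mean of 0.99. Left open are the part played by more dividing cells and a larger share of a tissue that the lists do not cover. Also open is a change within cells, through the loss of Cdk8 or tissues still replicating their DNA in mutant larvae of another stage. None of these was tested.

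The glue genes fell together. The 6 Sgs genes summed to 31200 ± 3430 CPM in w1118 and 2130 ± 481 CPM in cdk8K185 (SD, n = 3), which is 6.83% of the control, so reads moving between copies cannot account for it. Their direction was the same with RLE size factors, with library totals and under DESeq2. Smaller glands would lower other salivary gland genes too. Of the 7 genes of the salivary gland list, however, 3 were higher past the threshold (PH4alphaSG1, PH4alphaSG2 and pip) and 2 lower (sage and fkh), and some of these genes are also used outside the gland. The largest change of the list was the fall of sage (log2 fold change -2.28), which goes with a loss of gland tissue, as does that of fkh (-0.55). The rises were 1.77 (PH4alphaSG1), 1.29 (PH4alphaSG2) and 0.79 (pip). The list therefore argues only weakly against a loss of gland tissue as the whole cause. In the paper, salivary gland nuclei of Cdk8 mutants appear smaller than those of controls, which would go with smaller glands. A stage before the larval serum proteins come on is argued against too, as the Lsp and Fbp genes summed to 44.3% of the control level, and to 77.9% without Fbp1. A candidate explanation is a younger stage of the mutant salivary glands. The genes ng1 and ng2 are used there before the Sgs genes, and both were higher (log2 fold change 5.33 for ng1 and 4.29 for ng2). The lower genes of the ecdysone set would go with it. Whether larvae of both genotypes were collected at different ages, or the mutation acts on the level of ecdysone or on the response to it, was not tested. In this context Ilp8 (FBgn0036690, 3L:17029812-17032080, overlapping CG7730), a hormone gene singled out after its values were seen, had 2, 1 and 0 counts in w1118 and 31, 60 and 81 in cdk8K185, at least 17.1-fold higher (edgeR adjusted p 0.00133). In published work its product delays metamorphosis when discs are damaged. Ptth, a further hormone gene looked at, was not past the threshold (log2 fold change 0.78, SE 0.53, edgeR adjusted p 0.273).

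Genes for antimicrobial peptides were higher in the mutant, a pattern taken up only after it had been seen, from a list written before. Of 12 tested genes of the list, 10 were higher past the threshold (edgeR adjusted p under 0.05), and their summed level rose from 40.5 ± 7.16 to 359 ± 139 CPM (SD, n = 3), or 8.88-fold. The median log2 fold change was 4.28, or 3.85 with CecA1 and CecC, which were near absent in w1118, set at their lower bounds. AttA rose from 2.52 ± 0.52 to 104 ± 49.2 CPM and AttC from 0.432 ± 0.144 to 32.8 ± 15.3 CPM (SD, n = 3). Mtk was the sole gene with a negative log2 fold change (-1.68, edgeR adjusted p 0.0518, or 0.0212 when adjusted over the list alone), and it was called lower with RLE size factors and with DESeq2. Reads shared between copies such as AttA and AttB leave the sum unchanged. An infection of a single pool is argued against by the lowest of the 3 mutant libraries, in which the median log2 ratio to the mean of w1118 was 2.36 (pseudocount 1 CPM). Microbes in all mutant cultures and an effect of the genotype cannot be told apart, since each would raise these 10 genes in every mutant library.

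Genes of the testis were lower. In the 20 tested genes of the list the median log2 fold change was -2.37, with 18 of 20 negative. Past the threshold were 5 lower genes (11 with DESeq2, and 9 with edgeR p-values adjusted over the list alone), among them aly and sa, whose values had been seen before the list was written, and 1 higher gene, mia. Fewer males in the mutant pools and a change within testes cannot be told apart, because the sex-linked genes go both ways. Fewer males would lower lncRNA:roX1, but its log2 fold change was 0.85 (SE 0.52), and lncRNA:roX2 went the same way (0.78, SE 0.63). If Yp3 marks females, fewer males would raise it, but it was lower (log2 fold change -4.06, SE 0.28). Fewer males would also lower the 12 Y-linked genes of the sex-linked list, and their summed level was 26.8% of that in w1118 (4.44 ± 3.09 against 1.19 ± 0.764 CPM). The genotypes overlapped, with 3.97, 7.74 and 1.62 CPM in w1118 and 1.18, 1.96 and 0.43 CPM in cdk8K185, and the control mean leaned on replicate 2. The Y-linked genes came to 78 counts at most in a library, and a change within testes would lower them too where they are spermatocyte genes. The pools of a genotype also varied, from 87 to 282 summed CPM of the testis list in w1118 and from 42.6 to 104 in cdk8K185. The ratio of testis list to lncRNA:roX1 was 0.825, 0.662 and 0.193 in w1118 and 0.0853, 0.11 and 0.169 in cdk8K185, so that replicate 3 was close between the genotypes. A later onset of spermatocyte genes in the mutant was not tested.

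The counts left at Cdk8 are high for a null allele. If larvae with a wild-type Cdk8 chromosome had been in the mutant pools, I-2, which the same deletion reaches, would keep a share like that of Cdk8. It kept 17.1% (16.4% to 17.7% over the 3 libraries), against 49.8% to 76.1% for Cdk8. Such larvae can therefore account for a small part at most, provided that the deletion removes most counted sequence of both genes. All 3 genes lie on the minus strand, so transcripts of I-2 (274 bp away) that run past its 3' end lead away from Cdk8, while those of RasGAP1 (422 bp away) lead towards it. Transcripts of RasGAP1 that run past its annotated end could be counted as Cdk8, and without reads this cannot be told apart from transcription of what remains of Cdk8, or from maternal RNA.

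The outermost tested gene of a chromosome arm was often higher in the mutant. This was so past the threshold for 4 of 6 ends: lncRNA:CR40469 on X, CR11023 on 2L (0 counts in w1118, at least 5.39-fold higher), CG9380 on 2R (89.7 ± 10 against 305 ± 48.9 CPM) and Cadps on chromosome 4 (34.0 ± 3.3 against 66.6 ± 5.61 CPM), all chosen by position after the pattern at X was seen. It was not so for mthl8 on 3L and Map205 on 3R. Their mean log2 fold change, with genes at the floor set at their bound, was 1.97, which 4 of 10000 lists matched on expression reached. Since the X end prompted the test, the value without it is the fairer one: without lncRNA:CR40469 the mean was 1.07, and 2.35% of the lists reached it. The other 16 tested genes within 100 kb of these ends had a median of -0.26, with 2 higher and 3 lower past the threshold. Among the higher was l(2)gl near the 2L end (log2 fold change 0.99, edgeR adjusted p 0.00104). None lay on X, where the outermost tested gene starts at 122493. A general shift of genes near the ends other than that of X is therefore argued against. A hypothesis is that the effect is tied to the telomeric repeats, but strain differences at the tips may give the same. In the paper, heterozygous Cdk8K185 enhanced the telomeric silencing of a reporter on chromosome 4 in adult males. For genes beside the repeats that result runs against the hypothesis, though stage and gene dose differ.

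The clearest of the outermost genes is lncRNA:CR40469 (FBgn0058469, X:122493-122706, plus strand, 1 exon of 214 bp). It had 2 counts in each w1118 library and 200, 346 and 328 in the cdk8K185 libraries, at least 87.3-fold higher (edgeR adjusted p 7.89e-05). In BDGP6.54 it starts at the base after the end of a HeT-A copy of 6006 bp on the same strand (X:116487-122492), and a HeT-A fragment of 74 bp follows 32 bp downstream (X:122739-122812). HeT-A elements carry a promoter near their 3' end that reads into the sequence downstream. A candidate explanation is therefore that its counts report transcription from the telomeric HeT-A array, in the direction the study describes for these elements in the mutant. Library depth is argued against, as the mutant libraries held 0.972 of the control total on average. None of its exon (0 bp) lies inside an annotated element. It is open whether its counts are reads that run across the border of the HeT-A copy, or whether the w1118 strain lacks the sequence, since at 2 counts per library the control is under the floor.

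Some genes were present in one genotype and not detected in the other. With at most 3 counts in every library of one genotype and at least 20 in every library of the other, 31 genes were found in cdk8K185 alone and 14 in w1118 alone. A linked background would gather them near Cdk8, but 1 of the 384 tested genes within 2 Mb was among them (odds ratio 0.60, Fisher's exact test p = 1), which is too few to exclude it. Their shares did not differ between the arms (Fisher's test with 100000 simulated tables, p = 0.449), from 0% on chromosome 4 to 0.604% on 2R. Differences of the strains elsewhere in the genome may add to these genes and cannot be told apart from the effect of Cdk8.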
